A study of Arabidopsis thaliana with 6 samples. Its data were reported in "The DNA methylation landscape of the root‐knot nematode‐induced pseudo‐organ, the gall, in Arabidopsis, is dynamic, contrasting over time, and critically important for successful parasitism" (2022).

How the data were processed

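Cytosine methylation was measured by MethylC-seq, in which bisulfite turns unmethylated cytosines into uracil while methylated cytosines are still read as cytosine. There were 6 Arabidopsis thaliana libraries, 3 of galls (G1, G2 and G3) and 3 of uninfected root controls (RC1, RC2 and RC3), all collected at 3 d post-infection (dpi) with the root-knot nematode Meloidogyne javanica. Libraries were assigned to groups from the infection agent given in the labels. RC2 and RC3 were read on a HiSeq X with reads of 150 bp, and RC1 and the 3 gall libraries on another Illumina model with reads of 100 bp, so the sequencer was partly confounded with the group.

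Per the study's methods, the authors trimmed the reads with Trim Galore, mapped them with Bismark to a joint reference of Arabidopsis, the nematode and lambda phage, divided the genome into adjacent bins of 200 bp, counted methylated and unmethylated calls per bin, library and sequence context, and tested galls against controls with the logistic regression of the package MethylKit and its MN correction for overdispersion. The contexts are CG, CHG and CHH, where H stands for A, C or T. The deposited tables hold bins with a q below 0.05 and a methylation difference above 15 points, 1 table per context. No other bins were analysed here, so no p-value of a bin was adjusted anew. Enrichment over tested bins was bounded only for the share in windows of low gene coverage, from the running numbers of the bins.

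In the deposited tables, the count columns give methylated and unmethylated cytosine calls per bin and library. The percent columns give the methylation level per library as the authors computed it. The p-value and q-value columns and the pooled methylation difference come from the authors' test and were used as the authors' own results. The count columns carry sample numbers rather than names, and the percent columns carry names. The percentage recomputed from the calls lay within 0.5 points of the named percentage in every bin and library, with no bin missing in only 1 of the 2 kinds of column, whereas against the named column of any other library at least 612 bins differed by over 1 point.

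The methylation level of a bin in a library was the percentage of its calls that were methylated. The deposited difference was taken as gall minus control over pooled calls, and bins above 0 were called hypermethylated. Each bin was retested with the same kind of model, a logistic regression of calls on the group. Its Pearson dispersion was floored at 1, and the likelihood ratio was referred to the chi-square distribution with 1 degree of freedom. A bin counted as past the limit when its p did not exceed the largest deposited p of its context by more than 5%, a margin for rounding. Those limits were 5.5e-05 in CG, 0.00011 in CHG and 0.00034 in CHH. Group levels were compared with two-sided exact permutation tests, which cannot go below 0.1 with 3 libraries against 3. Shares were compared between contexts with Fisher's exact test, two-sided, by full enumeration for 3 contexts, and the 3 pairwise tests of each family were adjusted by the Benjamini-Hochberg method. Intervals are Wilson intervals at the 95% level. Bins are not independent replicates, and neighbouring calls on 1 read are not independent molecules, so these intervals cover counting error only.

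Overlaps with transposable elements (TEs), genes and promoters, and TE superfamilies, were taken from the authors' annotation of each bin, with a promoter taken as the 1000 bp before a transcription start plus the first 200 bp after it. LTR, LINE, SINE and RathE elements were counted as retrotransposons. Coordinates are those of the deposited tables, on the TAIR10 assembly of Arabidopsis. The reference used here was the RefSeq copy TAIR10.1. Of 102 gene overlaps listed for bins, 101 were with a locus of its annotation, and all 101 of these loci overlapped their bin there. All 100 listed promoters also overlapped their bin at the reference coordinates, and each of the 775 bins held at least 1 cytosine of its context. Coordinates were therefore used with this reference for exons and introns, for cytosines per bin, and for gene coverage in windows of 1000000 bp. Windows with at most 40% of bases in genes were called pericentromeric. There were 24 such windows, 20.1% of the nuclear genome.

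Named bins followed a rule set before the data were examined. It took the 2 bins with the largest difference between group means of library levels per context and direction. These had to be completely separated and have at least 10 calls in every library, or at least 5 where fewer than 2 bins qualified. It also took bins at AT2G02090, AT3G02920, AT5G22650, AT1G66340 and AT3G20640, at the elements AT2TE18860, AT2TE20815 and AT4TE19135, and at AT2G13150, together with the longest run of adjacent bins per context and any bin listed in all 3 contexts. Gene symbols came from the RefSeq gene table of TAIR10.1.

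Depth over the listed bins ranged from 9192 calls in G2 to 132942 calls in G1. The model was tested on simulated data made at the real call totals of the 775 bins, of which 200 were changed by 30 points. With binomial calls, the chi-square reference gave a p under 0.05 in 95.0% of changed and 3.65% of unchanged bins, and put 80.5% of changed bins past the limits. With overdispersed calls, made for a dispersion near 3, it gave a p under 0.05 in 10.8% of unchanged bins against 3.48% under an F reference and 4.17% with limma. The F reference put 1 changed bin past the limits with binomial calls and 0 with overdispersed calls.

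Alternatives covered the difference and q thresholds, merging of bins within 1000 bp, coverage minimums of 5 and 10 calls in every library, and library means in place of pooled calls. For the test they covered an F reference, no overdispersion correction, Fisher's exact test on pooled calls, limma on logits with 0.5 added to methylated and unmethylated calls, the replicate number as a block, RC1 as the sole control, and each library left out in turn. Annotation classes, gene coverage limits of 30% and 50%, and medians in place of means were also varied. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and limma 3.58.1 ran in R 4.3.3.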

Results

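MethylC-seq libraries of galls, the root swellings in which a root-knot nematode feeds, were compared with uninfected root controls (RC) of Arabidopsis at 3 dpi. There were 3 libraries per group. The question addressed was where, in which context and in which direction DNA methylation differs between early galls and roots. The deposited tables list differentially methylated regions (DMRs) as bins of 200 bp that had already passed the authors' thresholds, so the values below describe selected bins and not the whole genome.

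Depth differed widely between libraries. Over the 775 listed bins, RC1, RC2 and RC3 had 67660, 89253 and 30739 calls, and G1, G2 and G3 had 132942, 9192 and 62891 calls. Over the bins with a call in the library, the mean number of calls per bin was 87.6, 115.3 and 39.9 in the controls and 171.8, 12.6 and 82.5 in the galls. The median over the same bins was lower, at 10 calls in G2 and 145.5 in G1. G2 had fewer than 5 calls in 180 bins (23.2%) and no call in 47. Set against the cytosines of the reference, CG bins had from 0.953 calls per cytosine in G2 to 14.4 in G1, and CHG bins from 1.06 to 17.5. CHH bins had only 0.344 calls per cytosine in G2 and at most 2.38, in RC2.

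**Figure D1:**
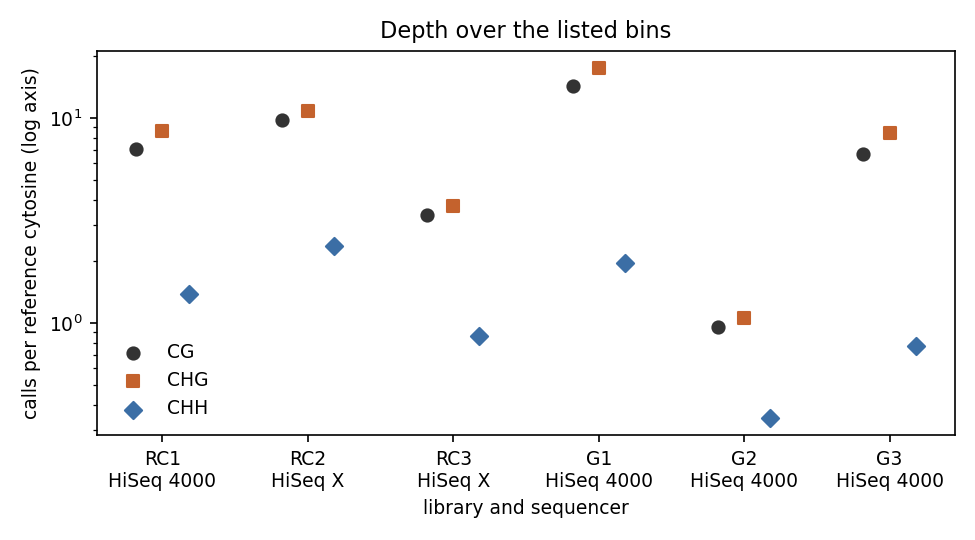
Calls per reference cytosine on a log axis in the 3 control and 3 gall libraries, with the sequencer under each library and 1 symbol per context. G2 is the shallowest library in each context, and CHH bins are covered less than CG and CHG bins in each library.

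A total of 775 bins were listed, 199 in CG, 468 in CHG and 108 in CHH, so CHG made up 60.4%. In galls, 705 bins were hypermethylated (91.0%, 95% Wilson interval 88.7 to 92.8) and 70 were hypomethylated. The hypermethylated share was 89.9% in CG (179 of 199, interval 85.0 to 93.4), 97.0% in CHG (454 of 468, interval 95 to 98.2) and 66.7% in CHH (72 of 108, interval 57.3 to 74.8). It differed between the 3 contexts (Fisher's exact test, p = 7.2e-18). Each pair of contexts differed as well, with adjusted p of 0.00036 for CG against CHG, 1.5e-06 for CG against CHH and 1.1e-17 for CHG against CHH. The threshold on the difference moved the CG and CHG shares most, and above 25 points 87.5% of 72 CHG bins were hypermethylated. The CHH share moved most with at least 10 calls in every library, to 57.5% of 40 bins.

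The test of each bin gave the deposited p in all 775 bins within 4.62%, and all 775 were past the limits under the chi-square reference. The Pearson dispersion was at most 0.999, so the overdispersion correction changed no bin. Under an F reference with the residual degrees of freedom, which were 4 in 712 bins, 0 bins were past the limits and 770 had an unadjusted p under 0.05. limma on logit levels put 77 bins past the same limits and 724 under 0.05. On simulated data limma put 23 of 200 changed bins past the limits with binomial calls and 1 with overdispersed calls. Its count of 77 therefore does not show that the other bins are unchanged. To pass the limits with 4 degrees of freedom, F would have to reach 129.5 in CHH, 230.2 in CHG and 327 in CG, and on simulated data 1 of 200 changed bins passed, so the count of 0 says nothing about these bins. The counts under the chi-square reference depended on single libraries. Without G1, 209 bins were past the limits, and without RC2, RC1 and G3 the counts were 326, 462 and 489. Without RC3 and G2 they were 582 and 670. The direction of the fitted difference was the same as deposited in every bin under each of these tests. Under the F reference this follows from the shared pooled difference, so only limma and the left-out libraries could have differed.

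**Figure D2:**
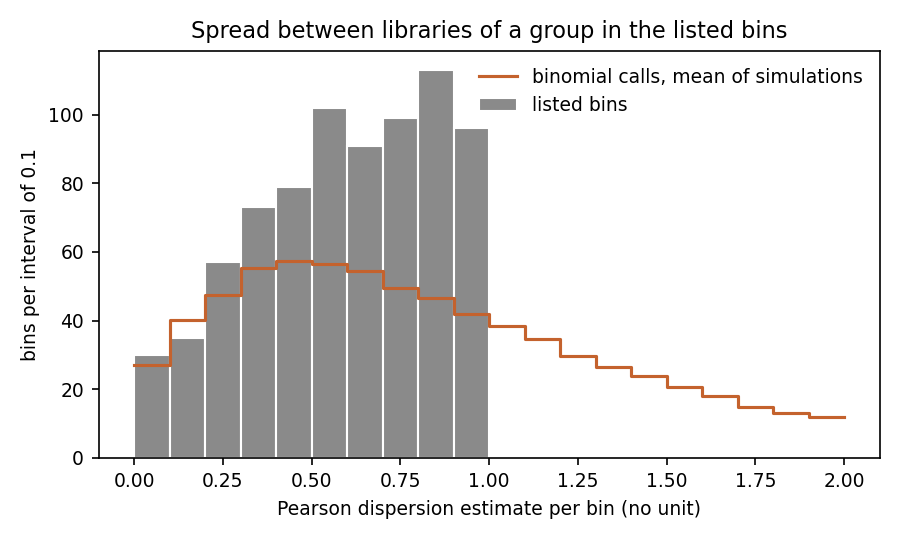
Number of bins per interval of 0.1 of the Pearson dispersion estimate, with the listed bins as grey bars and the mean of 100 simulations of binomial calls at the same call totals as a line. The listed bins end at 0.999, whereas between 273 and 328 simulated bins exceed 1.

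Over hypermethylated CG bins, the mean methylation level was 82.5% ± 0.737 (SD, n = 3) in galls and 60.1% ± 0.043 (SD, n = 3) in controls. In hypermethylated CHG bins it was 60.5% ± 0.473 (SD, n = 3) against 40% ± 0.682 (SD, n = 3). In hypermethylated CHH bins it was 28.3% ± 3.73 (SD, n = 3) against 7.34% ± 0.793 (SD, n = 3). Hypomethylated bins showed the opposite order. Their level was 53.2% ± 2.53 in galls and 86.1% ± 0.898 in controls in CG (SD, n = 3 per group), 24.8% ± 2.48 and 60.7% ± 1.08 in CHG, and 10.6% ± 2.07 and 36.3% ± 2.85 in CHH. The difference was 22.4 points in CG, 20.5 in CHG and 20.9 in CHH for hypermethylated bins, and -32.9, -35.9 and -25.7 points for hypomethylated bins. Each of the 6 differences exceeded the spread between libraries. Each had an exact permutation p of 0.1, the smallest that 3 against 3 libraries allow, and 0.1 after adjustment over the 6. Since bins were selected for a difference between these libraries, neither the comparison with the spread nor those p-values are independent evidence. No listed bin had a dispersion over 1, so the spread itself may also have been narrowed by the selection. The largest change under an alternative was in hypomethylated CG bins, to -20.2 points over the 4 bins with at least 10 calls in every library.

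**Figure D3:**
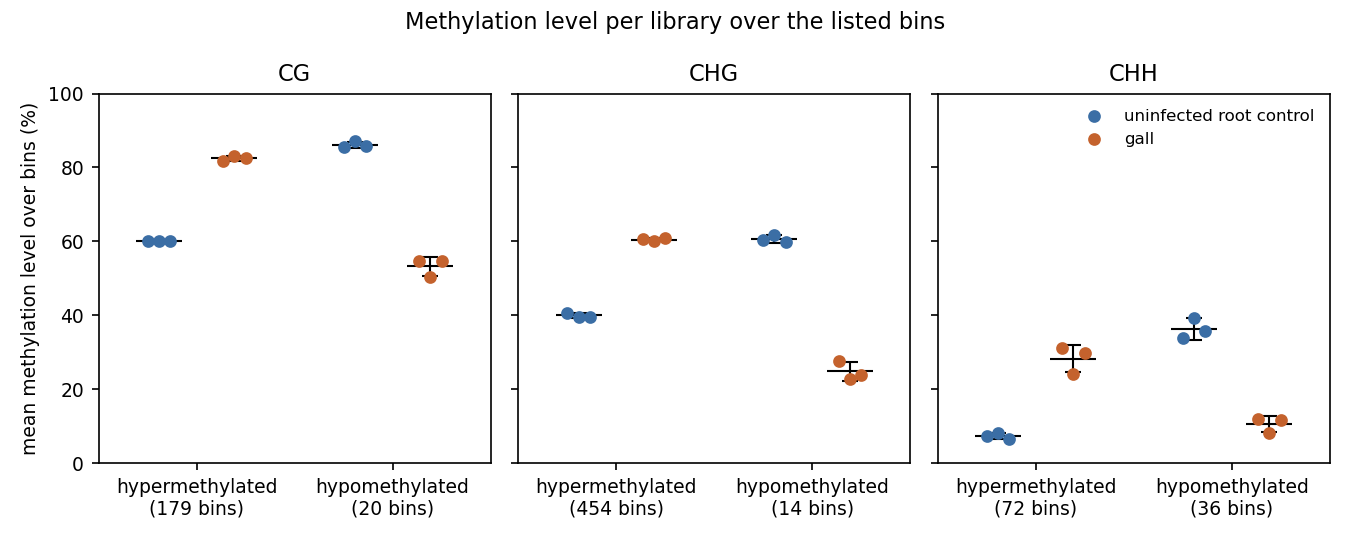
Mean methylation level (%) over hypermethylated and hypomethylated bins in CG, CHG and CHH, with 1 point per library, a horizontal line at the group mean and bars of 1 SD over 3 libraries. In each panel the 3 galls lie apart from the 3 controls, as at 82.5% against 60.1% in hypermethylated CG bins.

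The starting level differed by context. The median control level over pooled calls was 67.2% in hypermethylated CG bins, 42.5% in CHG and 5.16% in CHH, and the median gall levels were 88.0%, 61.7% and 27.6%. In 23 of the 72 hypermethylated CHH bins no control call was methylated, and in 9 of the 36 hypomethylated CHH bins no gall call was methylated. Hypomethylated CG and CHG bins were shallower, with medians of 62 and 50.5 gall calls against 181 and 308 in hypermethylated bins. Of bins with at least 100 calls in both groups, 5.11% were hypomethylated in CG and 0.739% in CHG, against 21% and 17.7% of shallower bins (Fisher's exact test, adjusted over 3 contexts, p = 0.0021 and 7.6e-08). In CHH these shares were 39.6% and 27.3% (adjusted p = 0.22).

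Galls and controls were completely separated in 179 of 199 CG bins (89.9%), 410 of 468 CHG bins (87.6%) and 92 of 108 CHH bins (85.2%). Of the 712 bins with values in all 6 libraries 623 were separated, where chance gives 10%. Chance gives 20% for 3 values against 2. The bins were chosen for their difference, so a share above chance follows from the selection. Without the shallow library G2 the shares were 97.0%, 99.1% and 93.7%. Without G1, also 3 libraries against 2, they were 90.9%, 87.1% and 85%, and without G3 89.8%, 87.6% and 83.5%. Leaving out 1 control gave 89.8% to 95.5% in CG, 88.7% to 91.0% in CHG and 85.7% to 87.6% in CHH. In CHG and CHH no other left-out library, at the same group sizes, gave a share near that without G2. That argues against the smaller group as the whole cause of the rise there. In CG the share reached 95.5% without RC3, so how much follows from the smaller group is left open in CG. The median SD between libraries of a bin was 4.09 points in controls and 5.37 points in galls.

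Because RC1 was read on the sequencer of the galls and RC2 and RC3 were not, the controls were compared with each other. RC1 was the control nearest to the gall mean in 40.4% of the 767 bins with 3 control values, RC3 in 33.2% and RC2 in 26.3%. RC1 lay on average 0.275, 1.15 and 0.227 points closer to the galls than the mean of RC2 and RC3 in CG, CHG and CHH bins, but the medians in CG and CHH were 0. With at least 10 calls in every library the shift was -0.78 points in 64 CG bins, away from the galls, and 1.03 and 0.785 points in CHG and CHH bins. The galls were 22.5, 20.3 and 21.9 points from RC1 itself, and lay beyond RC1 in 764 of 767 bins. Bin by bin against RC1, over bins with 3 control values, the galls differed by 22, 19.8 and 21.2 points in hypermethylated CG, CHG and CHH bins, and by -27.0, -35.7 and -23.2 points in hypomethylated bins. With RC1 as the only control, 151 of 772 bins were past the limits and 739 had an unadjusted p under 0.05. The spread between controls does not enter these p-values, and the bins had been selected with RC1 among the controls, so they do not settle the part of the sequencer. RC2 and RC3 hold no gall library on their sequencer, so no such comparison was possible there.

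TEs were listed for 562 of the 775 bins (72.5%), genes for 102 (13.2%) and promoters for 100 (12.9%). The TE share was 61.8% in CG, 75.6% in CHG and 78.7% in CHH (Fisher's exact test across contexts, p = 0.0005), lower in CG than in CHG and CHH (adjusted p = 0.0011 and 0.0047) and not different between CHG and CHH (adjusted p = 0.53). Above 25 points the TE shares were 55.1%, 73.6% and 75.9% of 49, 72 and 29 bins, and a difference was not detectable with these numbers of bins (Fisher's exact test, p = 0.07). Genes were listed for 26.6% of CG bins, 7.69% of CHG bins and 12.0% of CHH bins (Fisher's exact test, p = 1.6e-09). Promoters were listed for 39.8% of CHH bins, against 11.1% in CG and 7.48% in CHG (Fisher's exact test, p = 8.9e-15). In exclusive classes, 498 bins (64.3%) had a TE alone, 61 (7.87%) a gene alone, 19 (2.45%) a promoter alone and 49 (6.32%) a promoter with a TE, and 107 (13.8%) had none of these. The promoter and TE class held 24.1% of CHH bins, 3.63% of CHG bins and 3.02% of CG bins. Bins with a gene alone were hypermethylated in 27 of 37 CG bins and 23 of 23 CHG bins.

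Retrotransposons made up 56.1% of the elements in CG bins (69 of 123), 60.2% in CHG bins (213 of 354) and 10.6% in CHH bins (9 of 85). CHH differed from both other contexts (Fisher's exact test, adjusted p = 9e-12 against CG and 3.9e-17 against CHG), and CG and CHG did not differ (adjusted p = 0.46). Above 25 points the share in CHG was 35.8%. Gypsy elements were the most frequent superfamily in CG (42.3%) and CHG (43.2%), where 52 of 52 and 152 of 153 of these overlaps were hypermethylated. In CHH bins, Helitrons made up 60% of elements (51 of 85) and Gypsy 2.35%. Over all 562 listed elements, 51.8% were retrotransposons and 36.8% were Gypsy elements. Among bins with a TE alone, 280 of 498 elements (56.2%) were retrotransposons, and 203 (40.8%) were Gypsy elements. Among bins with a promoter and a TE, 40 of 49 elements (81.6%) were DNA transposons, 20 of them Helitrons. ATHILA2 was the most frequent family, in 16 CG and 31 CHG bins.

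Windows of low gene coverage, 20.1% of the nuclear genome, held 82.1% of CHG bins (interval 78.3 to 85.3), 62.8% of CG bins (55.9 to 69.2) and 25% of CHH bins (17.8 to 33.9). All pairs of contexts differed (Fisher's exact test, adjusted p between 2.8e-07 and 5.9e-29, the latter for CHG against CHH). In CG, 65.9% of hypermethylated and 35% of hypomethylated bins lay in these windows, and in CHG 83.3% and 42.9%. In CHH the shares were 22.2% and 30.6%, but at a coverage limit of 50% both were 36.1%. At that limit 72.6% of hypermethylated and 55% of the 20 hypomethylated CG bins lay in the windows. In CHG it was 87.9% and 57.1%, the latter of 14 bins. At a limit of 30% these shares were 60.3% and 30% in CG, and 80.0% and 21.4% in CHG. The differences between directions were not tested. With both directions together, the coverage limit moved the CHH share most, to 36.1% at 50%.

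**Figure D4:**
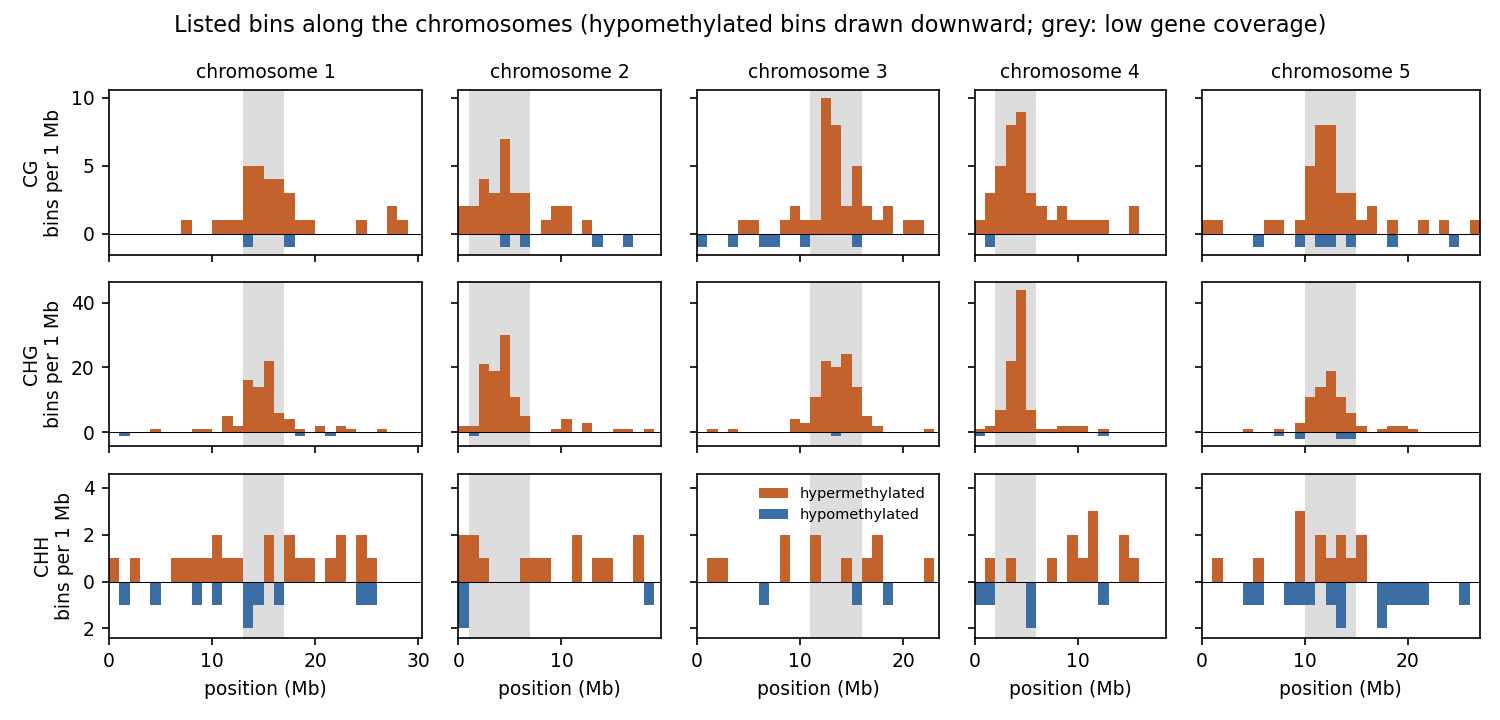
Listed bins per 1 Mb along chromosomes 1 to 5 for each context, with hypermethylated bins drawn upward, hypomethylated bins downward, and windows with at most 40% of bases in genes in grey. CHG and CG bins crowd in the grey windows (82.1% and 62.8%), whereas 25% of CHH bins lie there.

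Few bins touched or coincided. No run of adjacent bins was longer than 1 bin in CG and CHH, and the longest in CHG was 2 bins. There were 3 such runs, on chromosome 1 at 14894801 to 14895200 and on chromosome 4 at 4388001 to 4388400 and 4914001 to 4914400. Merging bins within 1000 bp left 757 of 775. Of 771 positions, 4 were listed in both CG and CHG, in the same direction, and 0 in all 3 contexts. These 4 were on chromosome 2 at 3556001 to 3556200 and 4123001 to 4123200, on chromosome 3 at 12336201 to 12336400, and on chromosome 5 at 10168201 to 10168400. The count of 4 was singled out after the values were seen.

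In CHH, the bin with the largest rise under the rule for named bins lay on chromosome 4 at 1509001 to 1509200, with no gene, promoter or TE listed. Its level was 64.3% ± 3.74 in galls and 22.5% ± 5.69 in controls (SD, n = 3 per group), from 18 to 131 calls per library over 47 CHH cytosines. The authors' deposited table gave it a q of 1.5e-10. Its reference sequence is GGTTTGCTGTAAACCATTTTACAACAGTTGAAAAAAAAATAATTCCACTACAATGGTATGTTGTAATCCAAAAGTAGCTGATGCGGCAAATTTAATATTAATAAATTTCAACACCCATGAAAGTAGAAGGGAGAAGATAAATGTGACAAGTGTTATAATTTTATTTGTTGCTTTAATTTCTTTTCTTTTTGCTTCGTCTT. The next was at 8126201 to 8126400 on chromosome 3, in the MuDR element AT3TE34090 and the promoter of AT3G22930, and rose from 9.45% ± 3.31 to 48.0% ± 5.61. The largest falls under that rule were in Helitrons outside genes and promoters, AT1TE55670 on chromosome 1 at 16825001 to 16825200, from 31.4% ± 8.97 to 4.89% ± 4.84, and AT5TE74510 on chromosome 5 at 20681601 to 20681800, from 56.5% ± 7.06 to 32.3% ± 5.37.

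In CHG, among completely separated bins with at least 10 calls in every library, the largest rise was in the Gypsy element AT3TE58895 on chromosome 3 at 14337401 to 14337600, from 24.3% ± 9.35 in controls to 62.4% ± 3.25 in galls (SD, n = 3 per group), with 13 to 62 calls per library over 6 CHG cytosines. The second was in the Harbinger element AT2TE45210 on chromosome 2 at 10535201 to 10535400, from 40.5% ± 6.96 to 71.4% ± 8.25. Only 1 hypomethylated CHG bin had at least 10 calls in every library, so the minimum for falls was 5. The largest falls above it were in the MuDR elements AT4TE56200 on chromosome 4 at 12115601 to 12115800, from 58.7% ± 7.65 to 14.7% ± 13.1, and AT1TE60950, in the promoter of AT1G09595, on chromosome 1 at 18395801 to 18396000, from 33.6% ± 9.91 to 0%. The latter rests on 6, 15 and 6 gall calls.

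In CG, among completely separated bins with at least 10 calls in every library, the largest rises were on chromosome 5 at 12555601 to 12555800, with no feature listed, from 31.7% ± 3.88 in controls to 69.2% ± 11.3 in galls (SD, n = 3 per group), and in the LINE element AT1TE46445 on chromosome 1 at 14145601 to 14145800, from 41.3% ± 5.53 to 73.8% ± 7.61. The largest falls among such bins were in a coding exon of AT4G02660 on chromosome 4 at 1163001 to 1163200, from 51.8% ± 5.94 to 25.8% ± 5.11, and at APC7 (AT2G39090) on chromosome 2 at 16316401 to 16316600, over a coding exon and an intron and in the promoter of AT2G39100, from 53.3% ± 2.10 to 29.6% ± 12.7. G2 had 10 or 11 calls in each of these 4 bins.

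Bins at 5 genes fixed beforehand were also read. The study had listed each of these genes with a DMR in these same libraries, so they are no independent set. At ETL1 (AT2G02090), over a coding exon and an intron on chromosome 2 at 525601 to 525800, CG methylation was 77.6% ± 7.93 in galls and 53.2% ± 6.57 in controls (SD, n = 3 per group). In the promoter of HD2B (AT5G22650), on chromosome 5 at 7533001 to 7533200 where AT5G22640 and the MuDR element AT5TE27225 were also listed, it was 56.8% ± 6.34 and 31.7% ± 0.689. At RPA32B (AT3G02920), over a coding exon and an intron on chromosome 3 at 652601 to 652800, it was 67.0% ± 7.22 in galls, with 3 calls in G2, and 95.1% ± 4.84 in controls. ETR1 (AT1G66340) had 2 bins. In a coding exon and an intron on chromosome 1 at 24736801 to 24737000, the pooled CG level was 15.4 points higher in galls, yet G2 was at 0% from 4 calls, and the library levels of 19.8% ± 17.3 and 13.0% ± 2.85 overlapped. In its promoter, at 24733001 to 24733200 and in the Pogo element AT1TE81245, the CHH level was 16.0% ± 4.53 in galls and 33.1% ± 8.34 in controls. The bin at AT3G20640, in a noncoding part of an exon on chromosome 3 at 7210201 to 7210400, went from 100% to 0% on 5 control calls and 7 gall calls, with no call in RC3 and G2. Fisher's exact test on those pooled calls gave p = 0.0013, past 0.05 but not past the CG limit.

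The remaining fixed bins were hypermethylated CHG bins at loci the study had shown as examples. For these loci the study also reported hypermethylation in galls in further independent libraries, which were not analysed here. In the Gypsy element AT2TE18860, on chromosome 2 at 4504201 to 4504400, the level was 67.3% ± 2.04 in galls and 51.3% ± 2.49 in controls (SD, n = 3 per group), from 52 to 372 calls per library. In the En-Spm element AT4TE19135, on chromosome 4 at 4561801 to 4562000, it was 68.0% ± 3.26 and 50.7% ± 5.63. In a coding exon of AT2G13150, on chromosome 2 at 5437201 to 5437400, it was 45.7% ± 11.8 and 27.2% ± 0.970. In the LINE element AT2TE20815, on chromosome 2 at 5061201 to 5061400, the pooled level was 17.2 points higher in galls, but G2 had 1 call, at 0%, and the difference of library means was -5.79 points.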

Values the study reported

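The study reported 775 DMRs at 3 dpi, with 199, 468 and 108 in the CG, CHG and CHH contexts, and stated that about 90% of DMRs in all contexts were hypermethylated. It gave the overlap as 64% for TEs, 8% for genes, 3% for promoters and 6% for promoters with TEs. These shares lie near the exclusive classes given above and not near the shares with any overlap. Retrotransposons were put at 55.6% of DMRs in TEs, against 25.4% among the TEs of the genome, and Gypsy elements at 40% of TEs in DMRs. The 55.6% and 40% lie nearer to the shares in bins with a TE alone than to those of all listed elements.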

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

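The tests with calls divided by cytosines per strand, with at least 100 calls in both groups, and with elements carried over from the preceding bin were chosen only after the results were seen, and the other alternatives were fixed earlier. The direction of each context's change, and of the fitted difference of every bin in each alternative test, stayed the same. The F reference, no overdispersion correction, Fisher's exact test on pooled calls and divided calls all use the pooled difference. Their bin directions could not change. The Fisher's exact tests between contexts stayed under 0.05 under each alternative run for them, except for the TE share above 25 points. Only the causes that follow from fewer bins, calls or libraries are plain, and the other causes were not tested.

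Above a difference of 25 points, 49, 72 and 29 bins were left in CG, CHG and CHH, and 83.7% and 87.5% of the CG and CHG bins were hypermethylated. Promoters were then listed for 16.3% of CG and 19.4% of CHG bins, retrotransposons made up 35.8% of elements in CHG and 4.55% in CHH, and the TE shares of 55.1%, 73.6% and 75.9% gave p = 0.0698 in Fisher's exact test, against 0.0005, with fewer bins and no smaller gap between CG and CHG. With a q below 0.01, 90, 223 and 63 bins were left, and 99.1% of CHG bins were hypermethylated.

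With at least 10 calls in every library, 64, 255 and 40 bins were left, the same numbers were past the limits, and 93.8%, 99.6% and 57.5% of CG, CHG and CHH bins were hypermethylated. The mean differences were then 18.9 and -20.2 points in CG, 18.4 and -25.7 points in CHG, where 4 CG bins and 1 CHG bin were hypomethylated, and -19.3 points in hypomethylated CHH bins. Complete separation was then seen in 93.8%, 92.5% and 100% of bins. With at least 5 calls, 123 CG and 62 CHH bins were past the limits. With at least 100 calls in both groups, 94.9% of CG, 99.3% of CHG and 60.4% of CHH bins were hypermethylated. With calls summed over bins, the differences were 20.9 and -24.2 points in CG, 18.4 and -27.5 points in CHG, and -20.8 points in hypomethylated CHH bins.

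Under the F reference of the same logistic model, 0 bins were past the limits in CG, CHG and CHH, with 198, 468 and 104 at an unadjusted p under 0.05, and the few degrees of freedom fix that outcome. limma put 31, 21 and 25 bins past the limits, and Fisher's exact test on pooled calls 168, 430 and 88. With calls divided by cytosines per strand in that same model, 7, 8 and 0 bins were past the limits, and 151, 222 and 1 had an unadjusted p under 0.05. That division counts the cytosines of a strand as read together, and its power was not simulated. CHH bins had at least 18 cytosines and a largest likelihood ratio of 92.4, so none could pass. These low counts therefore do not show that bins are unchanged. With RC1 as the only control, 40, 84 and 27 bins were past the limits, and the difference in hypermethylated CHG bins was 19.7 points. The spread between controls does not enter that test.

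Leaving out 1 library at a time left 35 to 162 CG bins, 139 to 418 CHG bins and 35 to 90 CHH bins past the limits, lowest without G1 and highest without G2. Counts also fell more than 1.5 times without RC1, to 102 in CG and 276 in CHG, without RC2, to 76, 193 and 57, and without G3, to 107 in CG and 295 in CHG. Complete separation ranged from 89.8% to 97.0% of CG bins, 87.1% to 99.1% of CHG bins and 83.5% to 93.7% of CHH bins, each highest without G2, where chance gives 20% for 3 values against 2.

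With the replicate number as a block, 89, 229 and 67 bins were past the limits, and the mean differences were the same as without it, with an exact sign-flip p of 0.25, the smallest that 3 pairs allow. Deviations of equally numbered galls and controls from their group means had correlations across bins between -0.0641 and 0.035, and 0 of 9 exceeded 0.1. The dispersion of the listed bins was at most 0.999, so little spread beyond sampling was left for a pairing to show. Whether the numbers pair the libraries is therefore left open.

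In exclusive classes, a TE alone was listed for 57.3%, 71.2% and 47.2% of CG, CHG and CHH bins. The share was then lowest in CHH, whereas the share with any TE listed was lowest in CG. A gene alone was listed for 18.6%, 4.91% and 0.926% of CG, CHG and CHH bins, and a promoter alone for 1.01%, 1.71% and 8.33%. With a gene coverage limit of 50%, 70.9%, 87.0% and 36.1% of CG, CHG and CHH bins were pericentromeric, and with 30% the CHG share was 78.2%. Over the bins with a call in the library, median calls per bin were 80, 106 and 35 in RC1, RC2 and RC3 and 145.5, 10 and 69.5 in G1, G2 and G3.

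The difference of library means had the opposite sign to the pooled difference in 4 of 775 bins, each with fewer than 10 calls in G2. They were the named CHG bin in AT2TE20815, at -5.79 points with 1 call in G2, and, chosen after their values were seen, a CHG bin on chromosome 2 from 3980201 and CG bins on chromosome 1 from 10472601 and chromosome 4 from 9478801, at -5.82, -1.62 and -1.66 points. Without RC2, 8 of the 22 named bins were past the limits, without G1 or G3 9, without RC1 14, without RC3 or G2 16, and with the replicate block 10. Fisher's exact test on pooled calls left 18 past the limits, RC1 alone 5, limma 5, and the F reference and the division by cytosines 0, although 770 and 374 of all 775 bins had an unadjusted p under 0.05 under those last tests. Depth limits what G2 can show, since 50.3% of all bins had fewer than 10 calls there.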

Other observations

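The tests of explanations in this part were chosen only after the results were seen, whereas the comparison of RC1 with the other controls had been planned.

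The dispersion estimates of the listed bins ended just under 1. Binomial calls simulated at the same totals and group levels put at least 273 of 775 bins over 1, and the listed median of 0.614 was above that of the simulated bins at or under 1 in each of 100 simulations (0.470 to 0.561). Sampling noise alone therefore leaves the missing bins unexplained. A candidate explanation is that the F distribution was the reference where the estimate exceeded 1. With 4 degrees of freedom, F would need to reach 327 in CG, 230.2 in CHG and 129.5 in CHH to pass the limits, whereas the largest listed likelihood ratios were 60.8, 71.7 and 92.4. Such a switch could remove most bins with more spread between libraries, but the package code was not examined here and unlisted bins were not analysed here. The complete separation of so many bins may partly come from such a selection. No biological explanation was tested.

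Only 1 of the 10 splits of the 6 libraries, the real one, put all 775 bins past the limits, and the largest count of another split was 81. With 10 splits the share cannot fall under 0.1, and the bins had been selected on the real split, so whether chance can be excluded is left open by this test.

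RC1, on the sequencer of the galls, lay 0.802 points closer to them than RC2 and RC3 did on average. The sequencer as the whole cause of the difference is argued against for the listed bins by the distance of the galls from RC1, 21.05 points, although bins where RC1 lay near the galls may have been left unlisted by the selection. A smaller part of the sequencer, or of read length, stays open, as for CHG, where the shift was 1.15 points, and for the 34 hypomethylated CHH bins with 3 control values, where the mean shift was 0.626 points and the median 3.21. Infection itself, which the design names, also stays open and was not tested apart from other differences between galls and roots.

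Hypomethylated CHG and CG bins had fewer calls than hypermethylated ones. In CHG, a different depth of chromosome arms is argued against, since outside the low-gene windows 33.3% of shallower bins and 1.59% of bins with at least 100 calls in both groups were hypomethylated (Fisher's exact test, adjusted p = 0.00052). In CG, the shares were 31.8% and 11.5% (Fisher's exact test, adjusted p = 0.073), and the cause cannot be told apart from location with 74 bins there. Small numbers of calls also weaken single bins. In 9 bins with fewer than 10 calls in a group, Fisher's exact test on pooled calls gave a p from 5.57 to 35.3 times that in the authors' table. Selection of bins by large differences at low depth stays open, as does a biological difference between directions.

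Unmethylated nematode reads mixed evenly into the gall libraries were weighed as a source of hypomethylated CG bins. Such a mixture would need a share of 34.5% and could leave no gall level above 65.5%, yet 163 of 199 CG bins lay above it. Reads landing on single bins only, and loss of methylation in galls, were not tested.

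CHG bins were frequent in windows of low gene coverage. If the running number deposited with each bin counts the bins tested, which its steps allow since 0 of them exceeded the distance in bins, these windows can hold at most 23% of the numbered CHG bins, against 82.1% of the listed ones. A larger number of tested bins there is thus argued against. In CHH the share of 25% did not exceed the corresponding 20.9% beyond counting error (one-sided exact binomial p = 0.18). That holds at the 40% coverage limit, and at 50% the CHH share was 36.1% (interval 27.7 to 45.5) in 26% of the genome, so an excess in CHH stays open. Differences in cytosine number and starting level between these windows stay open, as does a response to infection.

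CHG bins formed 11 neighbouring pairs with starts within 1000 bp, against a mean of 7.86 and a range of 3 to 14 for 95% of random placements in the same 1 Mb windows (permutation test, one-sided p = 0.164). Counted by a gap of up to 1000 bp between bins, as in the merging of bins, there were 16 pairs against a mean of 9.3 and a range of 4 to 15 (permutation test, one-sided p = 0.023). The outcome depends on how the distance is measured, so random placement inside those windows is left open. No biological explanation was tested.

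Bins close behind another listed bin seldom had a TE listed. In pairs with starts within 1000 bp and a TE in 1 bin, it was always the first in coordinate order (exact sign test, p = 0.00049), and 0 of 540 elements were listed in more than 1 bin of a context. A candidate explanation is that each element was listed at its first bin only. From 1000 to 3000 bp it was the first in 7 of 7 such pairs, and 9 of 17 following bins had no TE. Carrying elements over within 1000 bp would raise the share of bins with a TE from 72.5% to 74.1%, a value that depends on this distance limit. No biological explanation applies to the order of bins.

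CHH bins had fewer calls per cytosine than CG and CHG bins. A different chromosome location is argued against, because outside the low-gene windows CG and CHG bins still had 2.24 to 8.33 times the calls per cytosine of CHH bins over the 6 libraries. A limit on dispersion that mostly shallow CHH bins stay under is left open, since Spearman's rho of dispersion and calls across CHH bins was 0.286, inside the 0.155 to 0.521 of binomial simulations. Bins are not independent replicates. No biological explanation was tested.

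The study put about 90% of DMRs in all contexts as hypermethylated, and the share in CHH bins was 66.7% here. Over all contexts it was 91.0%.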
